# ZKSCAN3 promotes ovarian cancer cell proliferation by increasing HSPB1 expression

**DOI:** 10.3389/fmolb.2025.1623062

**Published:** 2025-11-28

**Authors:** Qian Ke, Zhenyong Li, Li Fan, Neng Li, Lidong Sun, Hongbo Zhao, Tanjing Song

**Keywords:** ZKSCAN3, transcription factor, ovarian cancer, HSPB1, cell proliferation

## Abstract

Ovarian cancer has the worst prognosis among major gynecological cancers. Current therapies include platinum, Taxol, angiogenesis inhibitors, and poly[ADP-ribose]polymerase (PARP) inhibitors. However, resistance develops in most ovarian cancer patients. Identification of more pro-tumor factors in ovarian cancer may provide insights into ovarian cancer biology and therapy. In this study, we find ZKSCAN3, a zinc-finger transcription factor, is overexpressed in ovarian cancer. We show that ZKSCAN3 promotes ovarian cancer cell proliferation. Through RNA-Seq and chromatin immunoprecipitation (ChIP)-seq, HSPB1 is identified as a target gene of ZKSCAN3. HSPB1 expression is significantly decreased upon suppressing ZKSCAN3 expression. Suppressing HSPB1 expression also inhibits ovarian cancer cell proliferation. In contrast, expressing exogenous HSPB1 partially rescues the cell proliferation in ZKSCAN3 knockdown cells, which supports HSPB1 as a functional target gene of ZKSCAN3. Collectively, our study uncovers a functional ZKSCAN3-HSPB1 axis that promotes ovarian cancer cell proliferation.

## 1 Introduction

Ovarian cancer is one of the major types of gynecological cancers (Chen et al., 2016; Sung et al., 2021). It has a higher mortality rate than cervical and endometrial cancers despite a lower occurrence rate (Chen et al., 2016; Sung et al., 2021). Currently, there is no practical early screening for ovarian cancer. As a result, most patients are diagnosed at a late stage of the disease (Gourley and Bookman, 2019). In the past, there were only limited options for ovarian cancer pharmaceutical therapy. Platinum, Taxol, and angiogenesis inhibitors have been the mainstay (Gourley and Bookman, 2019). However, resistance exists or develops in most patients. Recent adoption of poly [ADP-ribose] polymerase (PARP) inhibitors and immunotherapy faces challenges of non-response and/or side effects (George et al., 2017; Gourley and Bookman, 2019). Collectively, there is a huge unmet medical need for ovarian cancer patients. Further insights into ovarian cancer biology may lead to new therapeutic strategies. Hotspot mutations in classical oncogenes, such as NRAS, and tumor suppressor genes, such as RB1 and TP53, are observed in some ovarian cancers (Zhang et al., 2016). However, the mutation rates vary and do not explain most of the sporadic diseases. Transcription factors, which represent over 10% of protein-coding genes in the human genome, regulate gene expression to affect cancer progression. In the past, dysregulation of transcription factors such as FOXM1 and MYC has been linked to ovarian cancer initiation and progression (Nameki et al., 2021). Yet, the function of the majority of transcription factors in ovarian cancer remains unknown.

ZKSCAN3 is a transcription factor that contains a zinc-finger DNA-binding domain (Yang et al., 2008a). ZKSCAN3 belongs to the ZKSCAN family, which is characterized by the Krüppel-associated box (KRAB) domain (Sobocinska et al., 2021). The ZKSCAN family can function as oncogenes or tumor suppressor genes (Sobocinska et al., 2021). A knockout study in mice shows that ZKSCAN3 is dispensable for embryonic development. ZKSCAN3-null mice can be born and grow normally (Pan et al., 2017). However, existing evidence suggests ZKSCAN3 may function in cancer. ZKSCAN3 is overexpressed in various cancer types (Cho et al., 2022; Kim et al., 2016; Yang et al., 2008a; Yang et al., 2008b). Potential involvement of ZKSCAN3 was reported in colorectal cancer (Cho et al., 2022; Kim et al., 2016; Yang et al., 2008a; Yang et al., 2008b), liver cancer (Li et al., 2020), multiple myeloma (Yang et al., 2011), prostate cancer (Zhang et al., 2012), bladder cancer (Kawahara et al., 2016), breast cancer (Chi et al., 2018), cervical cancer (Lee et al., 2018), and gastric cancer (Takano et al., 2020). However, the underlying mechanisms remain incompletely characterized and merit further investigation. ZKSCAN3 has both transcription activation and repression activities. On one hand, ZKSCAN3 binds and activates certain pro-tumor genes. In colorectal cancer and liver cancer, ZKSCAN3 promotes the expression of integrin-β4 (Li et al., 2020; Yang et al., 2008b). In multiple myeloma, ZKSCAN3 promotes expression of cyclin-D2 (Yang et al., 2011). On the other hand, ZKSCAN3 may repress gene expression. ZKSCAN3 was reported to inhibit the expression of autophagic genes (Chauhan et al., 2013). The autophagy suppressive role of ZKSCAN3 may be limited to tumor cells as no apparent abnormality in autophagy was seen in ZKSCAN3-null mice (Pan et al., 2017). In summary, past studies have revealed that ZKSCAN3 has a cancer-specific function and regulates the expression of cancer-related genes in a cancer type-specific manner. However, whether and how ZKSCAN3 has a role in ovarian cancer remains unknown.

In this study, we identify that ZKSCAN3 is overexpressed in ovarian cancer by analyzing a large-scale proteomic study of ovarian cancer. We show that knocking down ZKSCAN3 significantly retards ovarian cancer cell proliferation. To decipher the underlying mechanism, we characterize the effect of ZKSCAN3 on gene expression with RNA-Seq and chromatin immunoprecipitation (ChIP)-Seq. We identify HSPB1 as a direct target gene of ZKSCAN3, which encodes heat shock protein 27kD. We find that HSPB1 is required for the regulation of cell proliferation by ZKSCAN3 in ovarian cancer cells. Collectively, this study uncovers a functional ZKSCAN3-HSPB1 axis critical for ovarian cancer cell proliferation.

## 2 Results

### 2.1 ZKSCAN3 promotes ovarian cancer cell proliferation

We first asked whether ZKSCAN3 is differentially expressed between ovarian cancer samples and normal samples. We analyzed public proteomic data for ovarian cancer patients in the Clinical Proteomic Tumor Analysis Consortium (CPTAC) database. The analysis showed that ZKSCAN3 protein levels were higher in cancer samples at a statistically significant (p = 0.02) level (Figure 1A). Cell proliferation is a key indicator of tumor cell intrinsic effects. We examined whether ZKSCAN3 affected ovarian cancer cell proliferation. We knocked down ZKSCAN3 with lentivirus-expressed shRNA in different ovarian cancer cells, including HEY, A2780, and CaOV3. After selecting against non-transduced cells using antibiotics, we analyzed cell proliferation with two methods. First, we measured the change in the cell number with time. The result showed that ZKSCAN3 knockdown (KD) significantly reduced cell proliferation during the 4-day period (Figure 1B; Supplementary Figure S1A).

**FIGURE 1:**
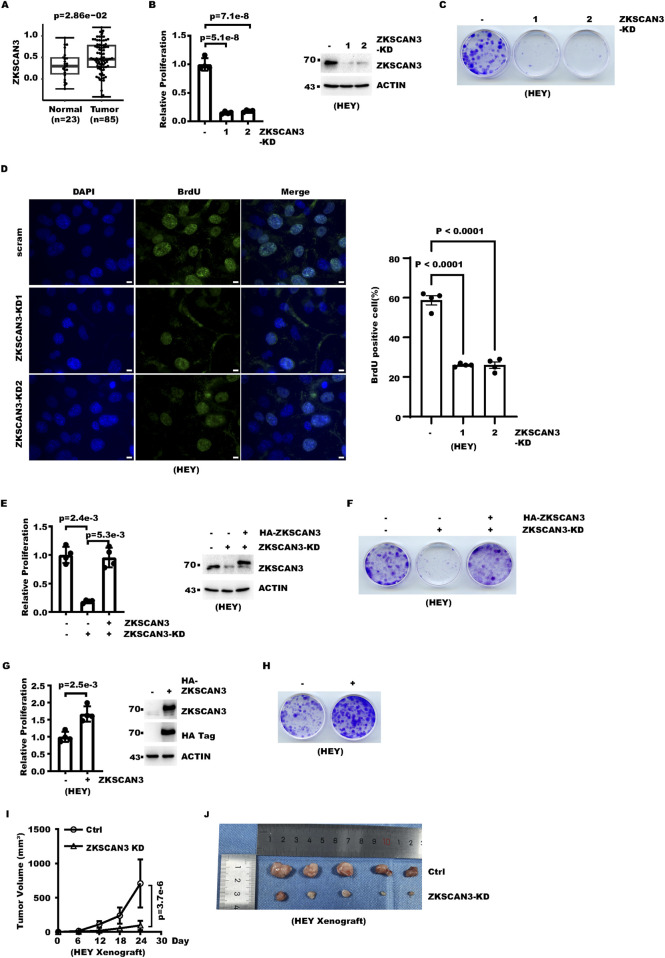
ZKSCAN3 promotes ovarian cancer cell proliferation. **(A)** The box plot shows the ZKSCAN3 protein levels in 23 normal ovarian samples *versus* 85 ovarian tumor samples. Data are from CPTAC (CPTAC PDC000110). **(B)** ZKSCAN3 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. Cell proliferation of control and ZKSCAN3-KD cells over 4 days was measured with cell counting. **(C)** ZKSCAN3 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. Each 3.5-cm dish was seeded with 1,000 cells. Cells were fixed with crystal violet 12 days later. **(D)** Control or ZKSCAN3-knockdown cells were labeled with BrdU and then immunostained with an anti-BrdU antibody. Scale bars denote 10 μm. **(E)** ZKSCAN3 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. An shRNA-resistant ZKSCAN3 cassette was rescue-expressed with lentivirus. Cell proliferation over 4 days was measured with cell counting. **(F)** ZKSCAN3 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. An shRNA-resistant ZKSCAN3 cassette was rescue-expressed with lentivirus. Each 1, 3.5-cm dish was seeded with 1,000 cells. Cells were fixed with crystal violet 12 days later. **(G)** ZKSCAN3 was stably overexpressed in ovarian cancer cells with lentivirus transduction. Cell proliferation over 5 days was measured with cell counting. **(H)** ZKSCAN3 was stably overexpressed in ovarian cancer cells with lentivirus transduction. Each 3.5-cm dish was seeded with 1,000 cells. Cells were fixed and stained with crystal violet 12 days later. **(I)** 5 × 10^6^ control or ZKSCAN3-KD cells were inoculated into immunodeficient mice. Shown are the growth curves of the xenograft. **(J)** Shown are photos of the xenograft collected from mice as described in **(H)** after mice were sacrificed.

Second, we measured how ZKSCAN3 affected the ability of cells to form colonies. The result showed that ZKSCAN3 knockdown significantly inhibited ovarian cancer cell clonogenesis (Figure 1C; Supplementary Figure S1B). As a marker for active proliferation, 5-bromo-2'-deoxyuridine (BrdU) incorporation into cellular DNA was measured. The result showed ZKSCAN3 knockdown decreased BrdU incorporation (Figure 1D; Supplementary Figure S1C). Moreover, we found ZKSCAN3-KD inhibited cell proliferation synergistically with the chemotherapy drug oxaliplatin (Supplementary Figure S1D). In addition, we analyzed whether ZKSCAN3-KD affected cellular motility. Transwell and wound healing assays showed ZKSCAN3-KD reduced cell migration (Supplementary Figures S1E, F).

We next focused on the effect of ZKSCAN3 on cellular proliferation. To further confirm that the inhibitory effect on cell proliferation was specifically caused by ZKSCAN3-KD rather than an off-target effect, we rescue expressed an shRNA-resistant ZKSCAN3 expression cassette in ZKSCAN3-KD cells. Cell counting and colony formation assays showed that cell proliferation was indeed restored (Figures 1E,F; Supplementary Figures S1G, H), which demonstrated that the decreased cell proliferation in ZKSCAN3-KD cells was specifically due to reduced ZKSCAN3 level rather than an unanticipated off-target effect. We next examined whether ZKSCAN3 overexpression might promote cell proliferation. We stably expressed ZKSCAN3 in HEY and A2780 cells with lentivirus transduction followed by antibiotic selection. Cell counting showed that ZKSCAN3 overexpression increased cell proliferation (Figure 1G; Supplementary Figure S1I). Colony formation assays also confirmed ZKSCAN3 overexpression increased cell clonogenesis (Figure 1H; Supplementary Figure S1J).

We further examined whether ZKSCAN3 promoted ovarian cancer growth with a mouse xenograft model. Both control and ZKSCAN3-KD cells were inoculated into immunodeficient mice. The result showed ZKSCAN3-KD significantly decreased tumor growth (Figure 1I). At the end point, tumors from ZKSCAN3-KD cells were significantly smaller than the control (Figure 1J). Collectively, these data show ZKSCAN3 promotes ovarian cancer cell proliferation.

### 2.2 ZKSCAN3 regulates gene expression in ovarian cancer

We next asked how ZKSCAN3 promoted ovarian cancer cell proliferation. It was reported that ZKSCAN3 subcellular localization is subject to regulation by nutrient status in certain cell types (Chauhan et al., 2013; Li et al., 2016). Therefore, ZKSCAN3 can mainly localize to the cytoplasm under starvation (Chauhan et al., 2013). We characterized ZKSCAN3 localization in HEY ovarian cancer cells. Fractionation showed ZKSCAN3 mainly localized to the cell nucleus (Figure 2A). To make sure of the signal specificity, the Myc-tag antibody was also used for immunofluorescence for stably expressed Myc-tagged ZKSCAN3. The result supported ZKSCAN3 being mainly localized to the cell nucleus under normal culture conditions (Figure 2B).

**FIGURE 2:**
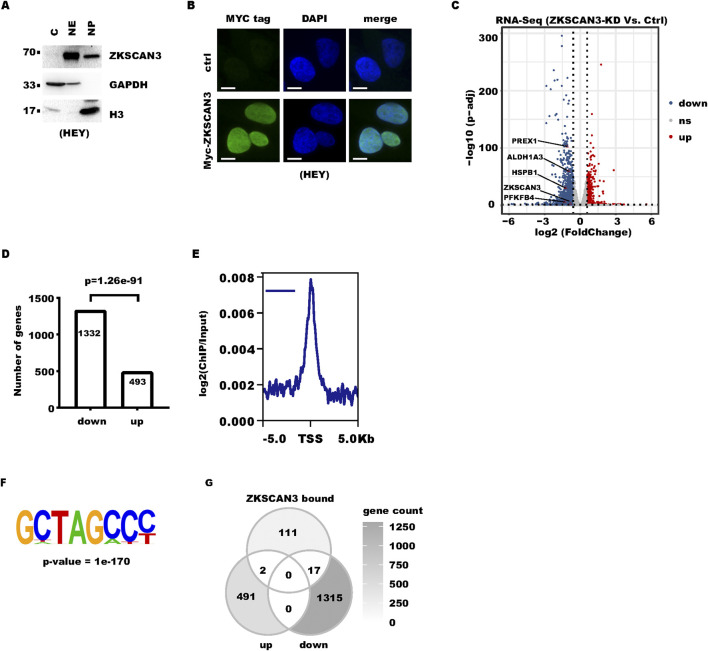
ZKSCAN3-regulated cancer-associated pathways: **(A)** Cells were fractionated into cytoplasm (c), nuclear extract (NE), and nuclear pellet (NP) fractions. Equal amounts of these fractions were analyzed by Western blot (WB). GAPDH and Histone H3 were included as markers for the cytoplasm and nuclei, respectively. **(B)** Myc-tag ZKSCAN3 was stably expressed in HEY cells with lentivirus transduction followed by antibiotic selection. Cells were subject to immunofluorescence analysis with a Myc-tag antibody. Nuclei were counterstained with DAPI. Scale bars denote 10 μm. **(C)** The volcano plot summarizes the gene differential expression between control and ZKSCAN3-KD HEY cells. “Up” denotes genes upregulated in “ZKSCAN3-KD” cells, “Down” denotes genes upregulated in “ZKSCAN3-KD” cells, and “ns” denotes genes without significant changes. Genes with fold of change larger than 1.5 and p-adjusted less than 0.05 were considered as “significant.” **(D)** The bar plot shows the number of downregulated (down) and upregulated (up) genes after ZKSCAN3-KD. **(E)** Profile plot shows the distribution of the ZKSCAN3 ChIP-seq signal around TSS. **(F)** The image shows the top enriched motif in ZKSCAN3-bound loci. **(G)** The Venn diagram summarizes the number of genes significantly changed by ZKSCAN3-KD, genes with ZKSCAN3 enrichment, and genes in both categories.

Nuclear localization indicated ZKSCAN3 might function through transcription regulation. To decipher the transcriptional network targeted by ZKSCAN3, we performed RNA-Seq to compare the transcriptomes of ZKSCAN3-KD cells and control cells. 

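Poly(A) RNA of HEY cells, an ovarian carcinoma line, was sequenced in 2 control libraries and 2 ZKSCAN3-KD libraries after transduction with lentivirus carrying shRNA and puromycin selection for 3 days. The authors trimmed the reads, aligned them to hg38 with STAR, removed PCR duplicates and alignments of low mapping quality, and counted reads per gene with featureCounts. The deposited values are these raw counts, without normalization. They summed to 36762636 and 36537775 counts in the control libraries and to 36907547 and 36858739 in the ZKSCAN3-KD libraries. The paper's text does not name which of the 2 ZKSCAN3 shRNAs was used in each library. Counts were normalized with TMM factors, which ranged from 0.974 to 1.03, and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 15815 genes kept by edgeR's filter on low counts, out of 61487 listed genes. Between 0.0703% and 0.0826% of each library's counts lay outside the tested genes. A gene was called changed at a fold of at least 1.5 and an adjusted p under 0.05. The replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 3.84 between the control libraries and 2.64 between the ZKSCAN3-KD libraries. With 2 libraries per group, the spread was estimated across all genes, and no exact permutation test of a single gene could pass the threshold.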

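ZKSCAN3 lies on chromosome 6 of hg38 from 28349947 to 28369172. Its normalized level was 5.50 ± 0.209 CPM (SD, n = 2) in control cells and 3.10 ± 0.345 CPM (SD, n = 2) in ZKSCAN3-KD cells, a decrease of 43.7%. The log2 fold change was -0.83 (standard error 0.157, adjusted p = 7.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values rest on 213 and 199 counts in the control libraries and 120 and 103 counts in the ZKSCAN3-KD libraries. With each library left out in turn, the log2 fold change of ZKSCAN3 ranged from -0.95 to -0.72. Of the 15815 genes tested, 2595 were changed, of which 694 were higher and 1901 were lower in ZKSCAN3-KD cells. Dropping the fold threshold moved this number most, to 8185 genes. In 2593 of the 2595 changed genes both ZKSCAN3-KD libraries lay on the same side of both control libraries, against 74.1% of all tested genes. Among changed genes with a mean of at least 10 CPM, SAA1, EGR1 and DCP2 had the highest log2 fold changes, at 2.83, 1.99 and 1.77. CCNG1, SUSD5 and SLC39A6 had the lowest, at -3.01, -2.85 and -2.85. The 3′ UTRs of CCNG1 and SUSD5 each hold 2 copies of ACATCAC, a match to positions 5 to 11 of the shRNA2 guide, and that of DCP2 holds 1 copy. Outside the 3′ UTR, the transcript of SLC39A6 holds 6 copies of CATCAC, those of EGR1 and SUSD5 hold 1 each, and those of SAA1, DCP2 and CCNG1 hold 0. In the authors' deposited table of 13755 genes, 1799 genes were changed both there and here, and 0 of them had opposite signs. That table rests on the same libraries, so opposite signs could hardly occur and this is no independent check.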

At approximately 50% ZKSCAN3 knockdown efficiency, 1,825 genes were significantly regulated (change fold ≥ 1.5 and p-adjust <0.05) by ZKSCAN3-KD, among which 493 were upregulated and 1,332 were downregulated (Figure 2C). 

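By the GENCODE annotation, 2085 of the changed genes were protein-coding, 382 were lncRNAs and 128 belonged to other biotypes. Of the protein-coding genes, 1521 were lower and 564 were higher in ZKSCAN3-KD cells. They made up 10.4% of the 19967 protein-coding genes listed in the count table. Counted over the 12576 protein-coding genes with enough counts to be tested, the share was 16.6%. Restricting the test itself to protein-coding genes gave 2136 changed genes.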

The fact that ZKSCAN3-KD caused a significant change in approximately 10% of all protein-coding genes indicated that ZKSCAN3 might have a significant role in ovarian cancer biology. Statistically, significantly more genes are downregulated than upregulated (Figure 2D). 

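Lower genes made up 73.3% of the 2595 changed genes (exact 95% binomial interval from 71.5% to 75.0%). A two-sided Fisher's exact test of lower and higher genes over the 15815 tested genes gave p = 1.3e-139, and an exact binomial test against equal numbers gave p = 1.0e-128. Genes are not independent replicates, so both p-values describe this list of genes and not the variation between cell cultures. The share depended on the fold threshold. At a fold of at least 2, 867 genes were lower and 172 higher. Without a fold threshold, 4030 genes were lower and 4155 higher, so that 49.2% were lower (Fisher's exact test, p = 0.111). The share of lower genes also fell with expression, from 81.0% in the 5272 genes with the lowest mean CPM to 53.2% in the 5272 genes with the highest. It was 90.6% among changed genes whose 3′ UTR holds ACATCAC, a match to positions 5 to 11 of the shRNA2 guide, and 69.3% among those whose 3′ UTR lacks it. Among changed genes whose longest transcript holds no CATCAC, the 6 bases shared by the matches to positions 4 to 10 and 5 to 11 of that guide, 349 were lower and 281 were higher, a share of 55.4%. Sites were counted only in the 12480 tested genes with a protein-coding 3′ UTR, so these shares leave out the other changed genes. These sites were examined only after the fold changes had been seen. From the numbers in Figure 2D, the paper states that downregulated genes outnumber upregulated genes significantly.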

To validate the reliability of the RNA-Seq result, we picked three genes, PFKFB4, ALDH1A3, and PREX1, for validation with real-time RT-PCR. 

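PFKFB4, on chromosome 3 from 48517684 to 48562015, was at 6.89 ± 1.09 CPM (SD, n = 2) in control cells and 2.82 ± 0.815 CPM (SD, n = 2) in ZKSCAN3-KD cells. Its log2 fold change was -1.29 (standard error 0.175, adjusted p = 7.1e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from -1.62 to -1.02 with each library left out in turn. ALDH1A3, on chromosome 15 from 100877714 to 100916626, fell from 131 ± 0.135 CPM (SD, n = 2) to 67.2 ± 2.39 CPM (SD, n = 2), a log2 fold change of -0.97 (standard error 0.0462, adjusted p = 3.7e-15, same edgeR test and adjustment). PREX1, on chromosome 20 from 48624252 to 48827999, fell from 201 ± 0.434 CPM (SD, n = 2) to 94.6 ± 1.76 CPM (SD, n = 2), a log2 fold change of -1.09 (standard error 0.0416, adjusted p = 4.9e-17, same edgeR test and adjustment). The 3′ UTR of PREX1 holds 2 copies of ACATCAC, and those of PFKFB4 and ALDH1A3 hold 0. Outside the 3′ UTR, the transcript of PREX1 holds 2 copies of CATCAC, that of ALDH1A3 holds 1 and that of PFKFB4 holds 0. For all 3 genes the difference between the groups was larger than the spread between replicates.

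**Figure D1:**
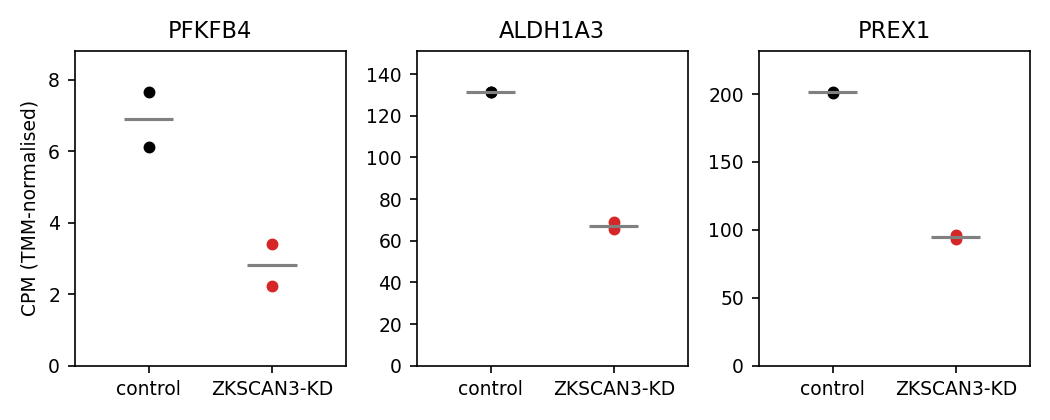
TMM-normalized CPM of PFKFB4, ALDH1A3 and PREX1 in each library (points; 2 control and 2 ZKSCAN3-KD libraries) with the mean of each group (lines). In each gene both ZKSCAN3-KD libraries lie below both control libraries.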

The result of RT-qPCR well recapitulated that of RNA sequencing (Supplementary Figure S2).

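For the binding sites of ZKSCAN3, 1 ChIP library from HEY cells expressing HA-ZKSCAN3 and 1 input library were sequenced, so that no spread between replicates can be given. The authors trimmed the reads, aligned them to hg38 with bowtie2 and removed alignments of low mapping quality. The deposited values are the list of called peaks with a fold and a p and q value for each; the paper's text does not name the peak caller. Read counts are not part of the peak list, so the depth behind each peak is unknown, and read coverage was not analysed here. The list holds 215 peaks between 152 and 1186 bp wide, with a median width of 206 bp. Their fold ranged from 1.42 to 132, with a median of 7.55. Of these peaks, 1 lies on mitochondrial DNA and 4 on unplaced sequence. Peak centres were compared with the 5′ ends of all transcripts in GENCODE release 44, and peak sequences were read from hg38.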

To identify genes that were directly targeted by ZKSCAN3, we stably expressed HA-tagged ZKSCAN3 in HEY cells and performed ChIP-sequencing with an HA-tag antibody. Consistent with its role as a transcription factor, ZKSCAN3 binds preferentially to the gene transcription initiation region (Figure 2E). 

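Of the 215 peak centres, 51 lay within 1000 bp of a transcription start site, a share of 23.7% (exact 95% binomial interval from 18.2% to 30.0%). Among random positions on the same chromosomes, 1000 for each peak, the share was 8.63% (exact binomial test, two-sided, p = 2.7e-11). The ratio of the shares was 2.75. It was lowest in a window of 5000 bp, where 44.2% of the peaks and 28.9% of the random positions fell. Counting only protein-coding start sites, 20.0% of the peaks lay within 1000 bp, against 5.51% of the random positions. The median distance of a peak centre to the nearest start site was 6600 bp, and that of the random positions was 12448 bp. Beyond 10 kb of any start site lay 86 peaks. From the profile in Figure 2E, the paper states that ZKSCAN3 prefers the region of transcription initiation.

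**Figure D2:**
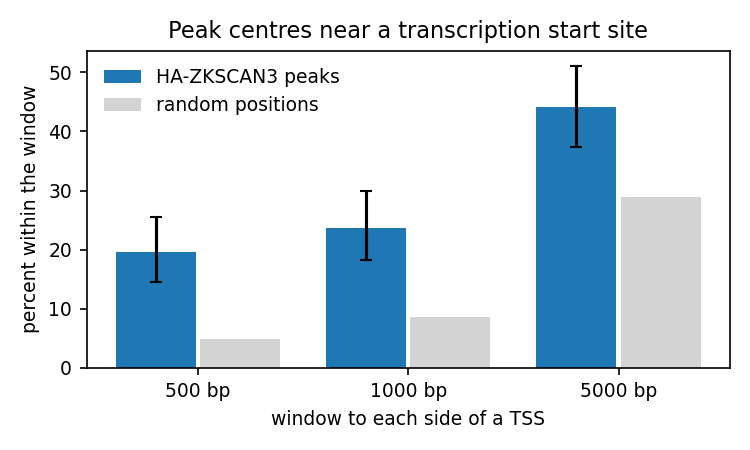
Percent of HA-ZKSCAN3 peak centres (blue, 215 peaks; bars show exact 95% binomial intervals) and of random positions (grey) within 500, 1000 and 5000 bp of a transcription start site. The peaks lie above the random positions in each window.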

Among the ChIP-seq peaks, a GCTAGCCC motif was enriched (Figure 2F). 

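GCTAGCCC or GCTAGCCT, the forms shown in the logo of Figure 2F, occurred on either strand in 92 of the 215 peaks, a share of 42.8% (exact 95% binomial interval from 36.1% to 49.7%). In windows of the same width 5000 bp to each side of the peaks, 1 of 423 held either form (two-sided Fisher's exact test, p = 2.5e-49). Shuffled peak sequences that keep the dinucleotides gave the highest background without a mismatch, at 3.44%. GCTAGCCC alone occurred in 86 peaks and in 0 windows, and ranked 1 of 32896 words of the same length by its ratio between peaks and windows. The median distance from the peak summit to the nearest motif was 12 bp, and in 88 of the 92 peaks it was at most 50 bp. Peaks with the motif had a median fold of 8.39 and those without it 6.93 (permutation test, two-sided, p = 0.00967). No motif occurred in 24 peaks beside the centromeres of chromosomes 1, 10 and 16, a region chosen after the peaks had been seen, and 48.2% of the other 191 peaks held one. The median fold of the 24 peaks was 3.57 on chromosome 1, 3.82 on chromosome 10 and 1.63 on chromosome 16. The difference in fold was not tested without the 24 peaks and may rest on them.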

Among genes with ZKSCAN3 enrichment signals, 19 overlapped with those differentially expressed upon ZKSCAN3-KD (Figure 2G). Seventeen of these genes were downregulated in ZKSCAN3-KD cells, and two were upregulated, which indicated ZKSCAN3 played a role in activating gene expression in ovarian cancer cells. In addition, most genes whose expression is regulated by ZKSCAN3 do not seem to be targeted by ZKSCAN3, which indicates these genes are regulated by ZKSCAN3 indirectly. Collectively, these data suggested ZKSCAN3 regulated the expression of cancer-related genes in ovarian cancer cells.

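The paper's text gives no rule for assigning peaks to genes, so each peak was given the gene with the nearest transcription start site. This gave 184 genes, of which 90 were tested in the RNA-seq data and 18 were changed in ZKSCAN3-KD cells. The changed share was 20.0% among genes with a peak and 16.4% among the other tested genes (two-sided Fisher's exact test, p = 0.390). Limiting the distance to 1 kb moved the number most, to 6 changed genes. The 18 genes were MAPT, RNA5SP18, NUDT8, CDK15, HLA-DMA, LOXL4, HSPB1, ST6GALNAC4, MTSS1, LINC01940, PREX1, ALDH1A3, SMAD3, OIP5, IGDCC4, GRAMD1B, SLC39A11 and FSTL3. The start sites are those of any annotated transcript and need not be the 5′ end of the gene. With gene 5′ ends instead, a rule added after the data had been seen, 12 changed genes had a peak. MAPT, CDK15, HLA-DMA, PREX1, SMAD3, GRAMD1B and SLC39A11 then dropped out, and OXTR was added. Of the 18, MAPT had the largest change, with a log2 fold change of -2.84 (standard error 0.443, adjusted p = 5.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An annotated transcript start of MAPT lies 2070 bp from a peak centre. RNA5SP18 had a log2 fold change of -1.75 (standard error 0.674, adjusted p = 0.0325, same edgeR test and adjustment), and NUDT8 one of -1.74 (standard error 0.485, adjusted p = 0.00379, same edgeR test and adjustment). All 3 were below 2 CPM in every group, and their size depended on single libraries: with each library left out in turn, the log2 fold change ranged from -3.63 to -2.34 for MAPT, from -2.51 to -1.25 for RNA5SP18 and from -3.03 to -1.07 for NUDT8.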

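Of the 18 changed genes with a peak, 16 were lower and 2, CDK15 and LINC01940, were higher in ZKSCAN3-KD cells. Lower genes thus made up 88.9% (exact 95% binomial interval from 65.3% to 98.6%), against 73.1% of the 2577 changed genes without a peak (two-sided Fisher's exact test, p = 0.182). The difference between these shares was not detectable with this number of genes. Over all 90 tested genes with a peak, changed or not, the median log2 fold change was -0.08, at percentile 2.10 of 10000 random lists matched on mean expression. This percentile depended on the rule: it was 0.560 with the authors' calls, 11.0 for every gene with a start site within 10 kb, 21.8 with gene 5′ ends, 29.3 for the peaks with the highest score and 30.7 within 1 kb. From the direction of the bound changed genes, the paper reasons that ZKSCAN3 activates gene expression in ovarian cancer cells.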

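Of the 2595 changed genes, 2577 were not the gene nearest to any peak, a share of 99.3%. With every gene counted whose transcription start site lies within 10 kb of a peak centre, 2575 changed genes had no peak. Under the other assignment rules and calls set before the data were examined the share ranged from 99.0% to 99.8%. Only 90 tested genes were given a peak under the main rule, so most changed genes had to lack one. The high share thus follows largely from the length of the peak list and does not by itself decide how these genes are regulated. From the lack of a peak at most changed genes, the paper reasons that ZKSCAN3 regulates them indirectly.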

### 2.3 ZKSCAN3 promoted HSPB1 expression

Among genes that had ZKSCAN3 enrichment and were significantly regulated by ZKSCAN3, HSPB1 was of particular interest. HSPB1 encodes heat shock protein 27kD (HSP27), which was reported to affect various aspects of cancer progression (Arrigo, 2017). 

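HSPB1 lies on chromosome 7 of hg38 from 76302673 to 76304295 on the forward strand, and 1 deposited peak lies near it, from 76300414 to 76300650. The peak is intergenic, with its summit at 76300516, 2157 bp upstream of the start of HSPB1. Its fold was 12.8 and its -log10 q was 26.6, and by fold it ranked 41 of the 215 peaks. The amplicon of the HSPB1 ChIP primers in Supplementary Table S1 spans 129 bp from 76300477 to 76300605, inside the peak. The sequence from 76300486 to 76300546 is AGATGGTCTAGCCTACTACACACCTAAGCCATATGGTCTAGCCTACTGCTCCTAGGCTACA. The peak holds 0 exact copies of GCTAGCCC or GCTAGCCT. It holds GCTAGACC, which differs from GCTAGCCC by C6A counted from 1 at the 5′ end of the motif, at 2 places on the reverse strand, starting at 76300490 and 76300520. GCTAGACC is itself frequent in the peaks, at 35 of 215 peaks and 0 of 423 flanking windows, and ranked 3 of 32896 words of 8 bases by the ratio of peaks to windows. An exact copy of the motif lies inside the HSPB1 gene at 76303110, outside any peak. The peak sequence resembles 2901 other places of at least 150 bp in hg38, the most similar at 86.0% identity, and 1 of these overlaps a peak. The next protein-coding gene by start site, YWHAG, starts 58475 bp from the summit and had a log2 fold change of 0.27.

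**Figure D3:**
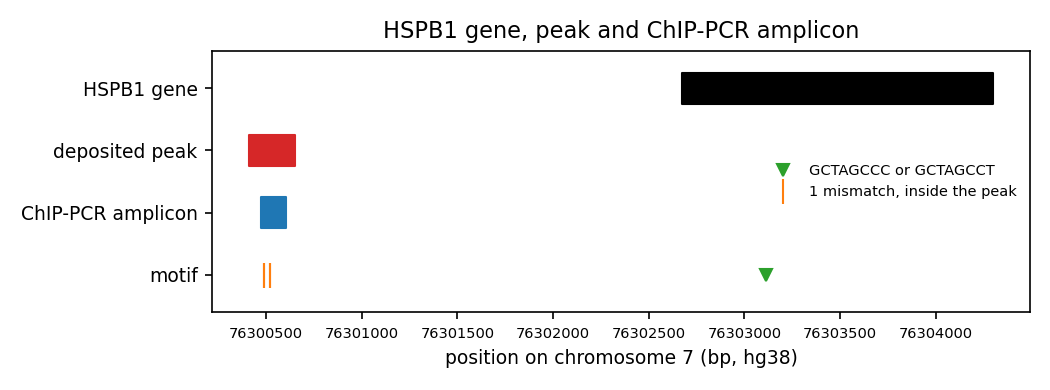
Positions of the HSPB1 gene, the deposited HA-ZKSCAN3 peak, the ChIP-PCR amplicon, the exact motif inside the gene (triangle) and the motifs with 1 mismatch inside the peak (ticks) along chromosome 7 of hg38, in bp. The amplicon lies inside the peak, upstream of the gene.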

In the ChIP-seq experiment, the HSPB1 genomic locus contains significant enrichment of ZKSCAN3 (Figure 3A). Cross-referencing with the ENCODE result shows that the ZKSCAN3 peak overlaps with a DNase I hypersensitive region, a marker for active regulatory DNA elements (Figure 3A). 

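HSPB1 was at 37.0 ± 1.31 CPM (SD, n = 2) in control cells and 15.9 ± 1.20 CPM (SD, n = 2) in ZKSCAN3-KD cells, a decrease of 57.1%. The log2 fold change was -1.22 (standard error 0.0750, adjusted p = 5.0e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts were 1432 and 1343 in the control libraries and 540 and 604 in the ZKSCAN3-KD libraries, a difference far larger than the spread between replicates. With each library left out in turn, the log2 fold change of HSPB1 stayed between -1.30 and -1.15. The GC-content offset moved it most toward 0, to a decrease of 54.5%. Counts on HSPB1 pseudogenes came to at most 0.370% of the HSPB1 count in any library. The 3′ UTR of HSPB1 holds 0 seed matches of shRNA1 or shRNA2, and its longest transcript holds 0 copies of CATCAC. From this decrease, together with RT-qPCR after knockdown with 2 separate shRNAs, the paper states that HSPB1 mRNA falls when ZKSCAN3 is depleted. The RT-qPCR was not analysed here.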

RNA-seq revealed a significant decrease in HSPB1 mRNA level after ZKSCAN3 knockdown of approximately 50% (Figure 3B), which was confirmed by RT-qPCR after ZKSCAN3 knockdown with two independent shRNAs (Figure 3C). Furthermore, we confirmed ZKSCAN3 enrichment at HSPB1 with ChIP followed by qPCR in both HEY and A2780 ovarian cancer cell lines (Figure 3D; Supplementary Figure S3A). The signal specificity was validated by its being significantly higher than that in immunoglobulin G (IgG) immunoprecipitate (Figure 3D; Supplementary Figure S3A). To further confirm the signal specificity, we compared the ChIP signals in ZKSCAN3-KD *versus* control cells. The result showed that the ZKSCAN3 signal at HSPB1 was decreased in ZKSCAN3-KD cells (Figure 3E).

**FIGURE 3:**
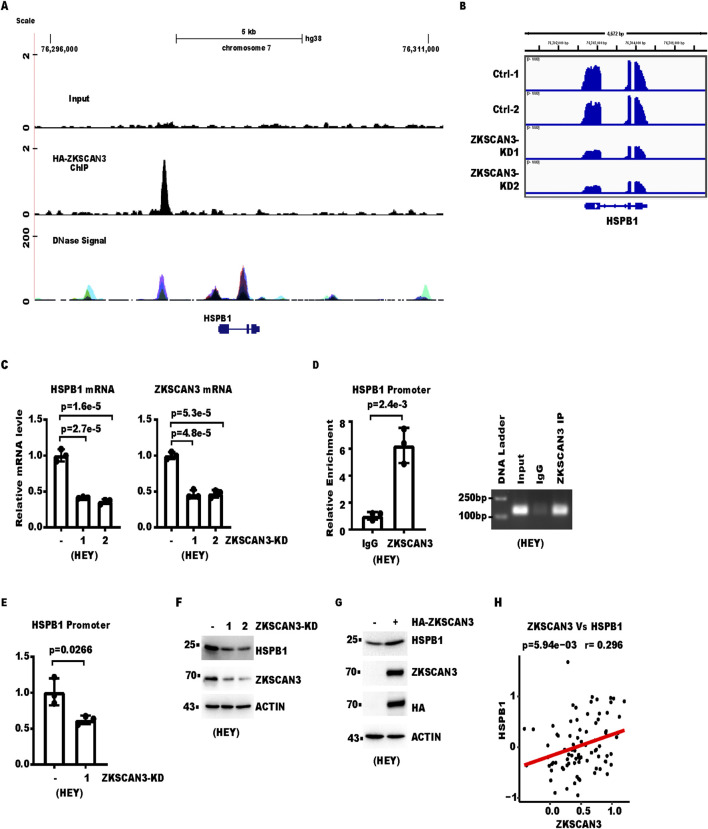
HSPB1 expression is regulated by ZKSCAN3. **(A)** Shown is a snapshot of the UCSC genome browser that illustrates the ChIP-seq signals from Input and ZKSCAN3-ChIP at the HSPB1 locus. DNase signal was from ENCODE. **(B)** Shown is a snapshot of Integrative Genomics Viewer, which illustrates the RNA-Seq signals at the HSPB1 locus. **(C)** The HSPB1 mRNA levels in the control and ZKSCAN3-KD cells were analyzed with real-time RT-PCR. ZKSCAN3 mRNA was included to show knockdown efficiency. mRNA levels presented were normalized to ACTB (β-actin). **(D)** Cells were analyzed with ChIP. Immunoprecipitation was done with the ZKSCAN3 antibody with IgG as the control. The left panel shows the result of real-time PCR, and the right panel shows the agarose gel image for conventional PCR products. **(E)** Control or ZKSCAN3-KD cells were analyzed with ChIP followed by real-time PCR. Immunoprecipitation was done with the ZKSCAN3 antibody. IgG was included as a control. **(F)** ZKSCAN3 was knocked down with lentivirus-expressed shRNA. The whole-cell lysate (WCL) was then analyzed by Western blot (WB). **(G)** ZKSCAN3 was stably expressed in HEY ovarian cancer cells with lentivirus transduction followed by antibiotic selection. The whole-cell lysate (WCL) was then analyzed by Western blot (WB). **(H)** Shown is linear regression for protein levels of ZKSCAN3 and HSPB1 in 85 ovarian cancer patients from the CPTAC (PDC000110).

We next examined whether the HSPB1 protein level was also regulated by ZKSCAN3. Western blot showed ZKSCAN3-KD indeed decreased the HSPB1 protein level in three different ovarian cancer cell lines (Figure 3F; Supplementary Figure S3B), which was consistent with the change in mRNA level. Then, we examined the HSPB1 level in ZKSCAN3-overexpression cells. The result showed ZKSCAN3 overexpression increased HSPB1 protein level (Figure 3G; Supplementary Figure S3C). To examine whether the relationship between ZKSCAN3 and HSPB1 was also present in ovarian cancer patient samples, we analyzed the CPTAC ovarian cancer cohort, which revealed a statistically significant positive correlation between HSPB1 protein level and ZKSCAN3 protein level (p < 0.01) (Figure 3H). Collectively, these data show HSBP1 is a target gene of ZKSCAN3 and is upregulated by ZKSCAN3.

### 2.4 HSPB1 contributes to ZKSCAN3-mediated promotion of cell proliferation

We then analyzed the potential contribution to ovarian cancer cell proliferation. Survival analysis showed that a higher HSPB1 protein level correlated with poorer survival (Figure 4A). Subcellular fractionation and immunostaining showed that both endogenous and exogenous HSPB1 are mainly localized to the cell cytoplasm (Figures 4B–D). Both cell counting and colony formation assays showed that HSPB1 knockdown significantly inhibited proliferation in ovarian cancer cells (Figures 4E,F; Supplementary Figures S1A, B). A BrdU incorporation assay also showed that HSPB1 knockdown decreased cell proliferation (Figure 4G; Supplementary Figure S4C). Consistently, proliferation assays showed HSPB1 overexpression increased cell proliferation (Figures 4H,I; Supplementary Figures S1D, E).

**FIGURE 4:**
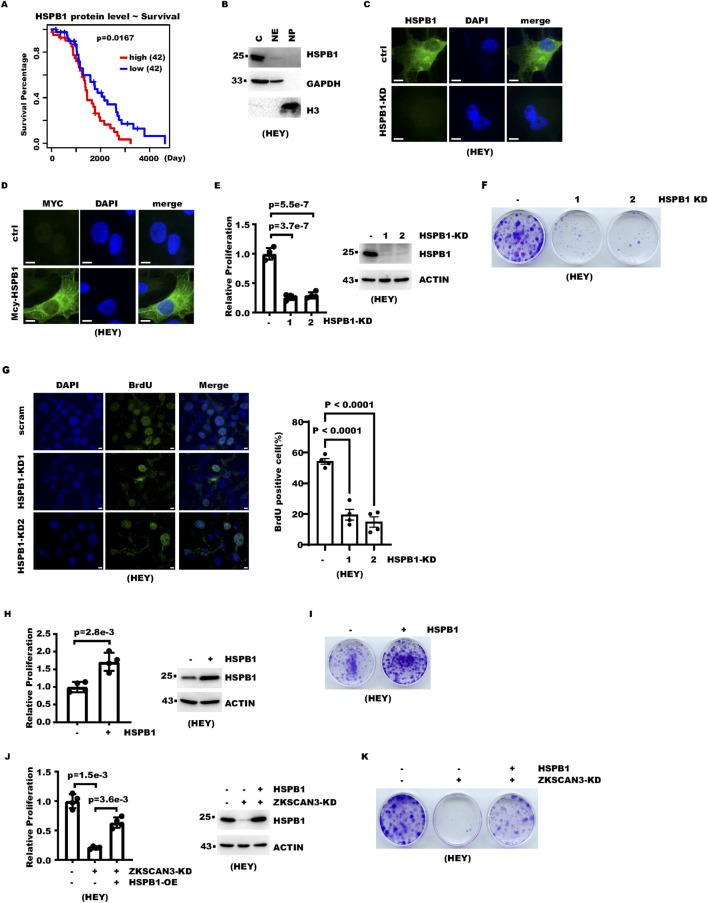
HSPB1 contributes to ZKSCAN3-mediated promotion of cell proliferation. **(A)** Survival analysis for 84 patients in the CPTAC ovarian cancer cohort. Patients were divided into “HSPB1 high” and “HSPB1 low” groups based on HSPB1 protein levels as determined by mass spectrometry. Median HSPB1 level was used as a threshold. **(B)** Cells were fractionated into cytoplasm (c), nuclear extract (NE), and nuclear pellet (NP) fractions. Equal amounts of these fractions were analyzed with WB. GAPDH and histone H3 were included as markers for cytoplasm and nuclei, respectively. **(C)** Control and HSPB1-KD cells were subject to immunofluorescence analysis with the HSPB1 antibody. Nuclei were counterstained with DAPI. Scale bars denote 10 μm. **(D)** Myc-tag HSPB1 was stably expressed in HEY cells with lentivirus transduction followed by antibiotic selection. Cells were then subject to immunofluorescence analysis with Myc-tag antibody. Nuclei were counterstained with DAPI. Scale bars denote 10 μm. **(E)** HSPB1 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. Cell proliferation over 4 days was measured with cell counting. **(F)** HSPB1 was knocked down in ovarian cancer cells with lentivirus-expressed shRNA. Each 3.5-cm dish was seeded with 1,000 cells. Cells were fixed with crystal violet 12 days later. **(G)** Control or HSPB1-knockdown cells were labeled with BrdU and then subject to immunostaining with anti-BrdU antibody. The left panel shows representative images, while the right panel shows the statistical results for four independent images. Scale bars denote 10 μm. **(H)** HSPB1 was overexpressed in ovarian cancer cells. Cell proliferation over 5 days was measured with cell counting. **(I)** HSPB1 was overexpressed in ovarian cancer cells. Each 3.5-cm dish was seeded with 1,000 cells. Cells were fixed with crystal violet 12 days later. **(J)** HSPB1 was expressed with lentivirus transduction in ZKSCAN3-KD cells. Cell proliferation over 4 days was then measured with cell counting. **(K)** HSPB1 was rescue expressed with lentivirus in ZKSCAN3-KD cells. Each 3.5-cm dish was seeded with 1,000 cells. Cells were fixed with crystal violet 12 days later.

After showing that HSPB1 promoted cell proliferation, we next asked whether the regulation of HSPB1 contributed to proliferation promotion by ZKSCAN3. In ZKSCAN3-KD cells, we expressed exogenous HSPB1 to bring the HSPB1 level comparable to that of the control cells. The result showed that proliferation of ZKSCAN3-KD cells was indeed partially restored (Figures 4J,K; Supplementary Figures S1F, G). In summary, these data establish HSPB1 as an effector of ZKSCAN3 that promotes ovarian cancer cell proliferation.

## 3 Discussion

### 3.1 ZKSCAN3 promotes ovarian cancer proliferation

It was unclear whether ZKSCAN3 plays a role in ovarian cancer. Analysis of patient sample proteomic quantitation data indicates that the ZKSCAN3 protein is overexpressed in ovarian cancer. Following functional studies in cell lines and mouse models, ZKSCAN3 was identified as having a significant impact on cell proliferation. Yet, ZKSCAN3 knockout does not change the overall survival in mice (Pan et al., 2017). Therefore, it is reasonable to postulate that ZKSCAN3 and its downstream pathway could be potential targets for an ovarian cancer therapeutic target.

### 3.2 ZKSCAN3 increases HSPB1 expression

In this study, we identify HSPB1 as a target gene of ZKSCAN3 with an unbiased functional genomics study. ZKSCAN3 not only upregulates HSPB1 expression but also binds close to its genomic locus. Our RNA-Seq and ChIP-seq experiments show, among those genes regulated by ZKSCAN3-KD and meanwhile bound by ZKSCAN3, most genes are downregulated, which supports a gene activation role of ZKSCAN3. Previous studies show ZKSCAN3 has both transcription activation and repression activities. However, the underlying mechanism for activation or repression remains enigmatic. Past studies on other bipartite proteins indicated that their output on transcription may be dependent on the epigenetic machinery they actually interact with (Sobocinska et al., 2021). Whether and how epigenetic machinery contributes to ZKSCAN3-mediated transcription regulation merits future investigation.

### 3.3 HSPB1 is a mediator of ZKSCAN3 function

HSPB1 is a low-molecular-weight heat shock response protein. Its expression can be induced by heat shock through the activity of master heat shock responsive transcription factor HSF1 (Carra et al., 2017). Consistently, it contributes to proper protein folding under heat stress. Importantly, it carries out multiple other functions related to cancer pathophysiology. Inhibiting HSPB1 leads to decreased cell proliferation and/or cell death (Park et al., 2018; Peng et al., 2023; Sun et al., 2015; Wang et al., 2016). HSPB1 also affects ovarian cancer response to therapy and serves as an independent prognostic factor (Geisler et al., 2004). Despite its pleiotropic functions in cancer biology, little was known about its expression regulation except that it is regulated by heat shock (Carra et al., 2017). In this study, we identify that HSPB1 transcription is regulated by another transcription factor, ZKSCAN3. This mechanism does not require heat shock and contributes to the basal level of HSPB1 expression. In addition, we find that the regulation of HSPB1 contributes to ZKSCAN3 function in ovarian cancer. Restoring HSPB1 expression significantly restores the cell proliferation defect in ZKSCAN3-KD cells. Findings in this study collectively suggest a functional ZKSCAN3-HSPB1 axis in ovarian cancer.

## 4 Methods

### 4.1 Western blot

Whole cell lysates were generated using 1× SDS lysis buffer (62.5 mM Tris-HCl, pH 6.8, 2% SDS, 10% glycerol, 5% β-mercaptoethanol) unless specified otherwise. Lysates underwent sonication followed by heat denaturation (99 °C, 5 min) and clarification via centrifugation (12,000 × g, 10 min). Protein quantification was performed using the BCA assay (Beyotime, P0012), with 20–50 μg protein loaded per SDS-PAGE well. Sample volumes were normalized by adding 1× SDS loading buffer (base lysis buffer +0.002% bromophenol blue). Immunoprecipitated proteins were resuspended in 1× SDS loading buffer, while *in vitro* reaction products were mixed with 5× SDS loading buffer (312.5 mM Tris-HCl, pH 6.8, 10% SDS, 30% glycerol, 25% β-mercaptoethanol, 0.01% bromophenol blue) to achieve a 2% final SDS concentration. Electrophoresis was conducted using a Bio-Rad Mini-PROTEAN Tetra system, followed by PVDF membrane transfer (Millipore IPVH00010) with a Bio-Rad Trans-Blot module. Membranes were blocked with 5% non-fat milk in TBST (10 mM Tris, pH 7.4, 200 mM NaCl, 0.05% Tween-20) prior to overnight incubation with primary antibodies at 4 °C. After thorough washing, membranes were probed with HRP-conjugated secondary antibodies (3 h, RT) and visualized through enhanced chemiluminescence using a Bio-Rad ChemiDoc system. Antibodies used are as follows: ZKSCAN3 (Santa Cruz #sc-515285); HSPB1 (Proteintech #PTG_18284-1-AP); GAPDH (ABclonal #AC033); β-ACTIN (ABclonal #AC026); HA-tag (Cell Signaling Technology #3724); Histone H3 (Abcam #ab1791); secondaries (Jackson ImmunoResearch 111-035-003 and 115-035-003).

### 4.2 Cell culture

Caov3 (CL-0055) cells were from Wuhan Pricella Biotechnology Co., Ltd. (Wuhan, China). HEK-293T cells (human embryonic kidney cells) were sourced from Dr. Shuguo Sun’s laboratory at Huazhong University of Science and Technology. A2780, HEY, and Caov3 cells were cultured in DMEM (Gibco #12800082) containing 10% FBS (PAN #ST30-3302). HEK-293T cells were maintained in DMEM (Gibco #12800082) containing 10% FBS (PAN #ST30-3302). All cultures were incubated at 37 °C under 5% CO_2_.

### 4.3 Cell proliferation

HEY and A2780 cells were plated at 5 × 10^5^ cells per 35-mm culture dish and maintained under experimental conditions with bi-daily subculturing. Cellular proliferation was quantified using an automated cell counting system. Where indicated, cells were treated with 0.2 μM oxaliplatin (MCE HY-17371) for 3 days.

### 4.4 Cellular fractionation

Nuclear-cytoplasmic separation was based on established protocols (Song et al., 2021). PBS-washed cells were harvested and resuspended in hypotonic buffer (5× pellet volume: 10 mM HEPES, pH 7.9, 10 mM KCl, 0.5 mM DTT, 0.5 mM PMSF, 1.5 mM MgCl_2_), then incubated on ice for 15 min. NP-40 was added to a 0.2% final concentration, followed by 10 s vortex mixing. Cytoplasmic–nuclear separation was achieved by centrifugation (5,000 × g, 30 sec), with the supernatant retained as the cytoplasmic fraction. For nuclear extraction, pellets were resuspended in 1.5× volume of low-salt buffer (20 mM HEPES, pH 7.9, 150 mM NaCl, 0.5 mM DTT/PMSF, 1.5 mM MgCl_2_) and combined with 1.5× volume high-salt buffer (20 mM HEPES, pH 7.9, 650 mM NaCl, 0.5 mM DTT/PMSF, 1.5 mM MgCl_2_). After a 30-min rotation (4 °C) and centrifugation (15,000 × g, 15 min, 4 °C), the supernatant constituted the nuclear extract. Residual nuclear debris was sonicated in SDS lysis buffer and constituted the nuclear pellet.

### 4.5 Colony formation

Cells were harvested via trypsinization and resuspended in fresh medium. A standardized inoculum of 1 × 10^3^ cells per 35-mm dish was plated and cultured for 12 days with medium replacement every 3 days. Post-incubation, monolayers were rinsed twice with PBS and fixed in methanol (5 min). Colonies were stained with 0.5% methanol-based crystal violet (10 min), followed by five distilled water washes to remove unbound dye. Air-dried dishes were digitally archived using an Epson Perfection V550 scanner.

### 4.6 Nude mice experiment

All procedures complied with institutional animal care guidelines approved by the Ethics Committee of Tongji Medical College, Huazhong University of Science and Technology. Mice were acclimatized for ≥7 days in ventilated cages under controlled conditions (21 °C ± 1 °C, 12-h light/dark cycle) with *ad libitum* access to food/water. For xenograft studies, 6–7-week-old female NU/NU mice (Charles River) received subcutaneous flank injections of 5 × 10^6^ cells suspended in 100 μL PBS-Matrigel (1:1; BD Biosciences #354248). Tumor dimensions were monitored biweekly/triweekly using calipers, with volume calculated as 0.5 × length × width^2^.

### 4.7 Immunofluorescence

Cells were fixed with 4% paraformaldehyde (15 min, RT) and permeabilized using 0.5% Triton X-100 in PBS (4 °C). After blocking with 1% BSA, samples were incubated with primary antibodies against Myc tag (Proteintech 16286-1-AP) or HSPB1 (Proteintech #18284-1-AP). Following three washes with PBST (0.2% Tween-20), Alexa fluor-conjugated secondary antibodies (Jackson ImmunoResearch #711-545-152) were applied for 1 h. Nuclei were counterstained with DAPI (5 min, RT), and coverslips were mounted using antifade medium (Abcam AB104135). Imaging was performed on a Zeiss Axiovert A1 microscope (63× oil immersion lens) equipped with a Retiga R6 camera. Image analysis utilized Fiji/ImageJ (NIH).

### 4.8 BrdU staining

Cells were first treated with 10 μM BrdU (Targetmol #T6794) for 2 h and then fixed with 4% paraformaldehyde. After fixation, cells were permeabilized with 0.5% Triton-X100. Subsequently, cells were first incubated with 1 M HCl for 30 min to denature the DNA, followed by incubation with 0.1 M sodium borate buffer and then blocking with 1% BSA. Cells were then stained using a procedure similar to that described in the “Immunofluorescence” section. The BrdU antibody used for BrdU detection was from Proteintech (#66241-1-Ig).

### 4.9 Transwell assay

A total of 1 × 10^5^ cells were seeded into the top chamber of a Transwell insert with 8.0-μm pores (Corning #3422) filled with serum-free medium, while the bottom chamber was filled with normal medium. Cells were allowed to migrate through the membrane for 24 h. Subsequently, non-migrated cells in the top chamber were removed with a cotton swab, and the cells on the bottom of the membrane were fixed and stained with crystal violet. Images were taken under an OLYMPUS IX73 fluorescent microscope.

### 4.10 Wound healing assay

Cells were seeded into 3.5-cm dishes. Scratch wounds were created using an end-cut 200-μL pipette tip. Subsequently, images were taken at different time points under an OLYMPUS IX73 fluorescent microscope.

### 4.11 Chromatin immunoprecipitation

Chromatin immunoprecipitation assays were conducted as described previously (Song et al., 2021). Cells were crosslinked with 2.5 mM disuccinimidyl glutarate (Aladdin #D304655) for 45 min and 1% formaldehyde (Sigma #F8775) under gentle agitation for another 10 min, followed by quenching with 0.125 M glycine. After ice-cold PBS washes, cells were harvested by mechanical scraping and resuspended in hypotonic buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5% NP-40, 0.5 mM DTT) for 10 min on ice. Chromatin was fragmented using a BioRuptor sonicator (Diagenode) in lysis buffer (50 mM Tris-Cl, pH 8.0, 5 mM EDTA, 0.2% SDS). Clarified lysates (15,000 × g, 10 min, 4 °C) were combined 1:1 with dilution buffer (300 mM NaCl, 2% Triton X-100) and incubated overnight with antibodies against HA (Santa Cruz #sc-7392) at 1 μg per 200-μL lysate. Immunocomplexes were captured using Protein G magnetic beads (CST 9006). After stringent washing, bound complexes were eluted in buffer (0.1 M NaHCO_3_, 1% SDS) at 65 °C with agitation (15 min). Reverse crosslinking occurred overnight at 65 °C, followed by DNA purification with a Quick PCR purification kit (Invitrogen, K310001). Quantitative PCR analysis was performed using primers for HSPB1, as detailed in Supplementary Table S1.

### 4.12 Total RNA extraction and reverse transcription

Cellular RNA was isolated using TRIzol reagent (Invitrogen #15596018) following standard protocols. RNA concentration was measured using a NanoDrop spectrophotometer (Thermo Scientific). For DNA removal, 1 μg RNA samples were treated with DNase I (Thermo Scientific #EN0521) according to manufacturer specifications. First-strand cDNA synthesis was performed using the Improm-II Reverse Transcription System (Toyobo #FSQ-101). Briefly, 1 μg DNase-treated RNA was combined with 0.5-μg random primer mix, heat-denatured at 65 °C (5 min), and then immediately cooled on ice. The reaction mixture was prepared by adding dNTPs, reverse transcriptase, and RNase inhibitor, followed by incubation at 37 °C for 15 min. Reactions were terminated through heat inactivation at 98 °C for 5 min.

### 4.13 Real-time quantitative PCR

qPCR amplification was conducted using commercially available SYBR Green master mixes (Toyobo ThunderBird QPK-201) in Bio-Rad-compatible 96-well plates (HSP9655/MSB1001) on a CFX Connect thermocycler. Primer sequences for quantitative PCR are detailed in Supplementary Table S1.

### 4.14 Lentivirus-mediated knockdown

shRNA systems were generated using pLKO vectors (Moffat et al., 2006). Oligonucleotides were hybridized and cloned into AgeI/EcoRI-digested pLKO-puro (constitutive) backbones. Sequence accuracy was confirmed via Sanger sequencing. Lentiviral particles were produced by co-delivering shRNA constructs with psPAX2 and pMD2. G packaging plasmids into HEK293T cells. Viral supernatants were harvested at 48 h, filtered (0.45 μm), and applied to target cells. For adherent cultures, viral suspensions were supplemented with 8 μg/mL polybrene (Sigma H9268) and directly added to the media. Transduced cells were expanded 24 h post-infection, followed by puromycin selection (1 μg/mL, InvivoGen ANT-PR-1) initiated 48 h after transduction.

### 4.15 Lentivirus-mediated gene overexpression or rescue-expression

The cDNA insert was ligated into the blasticidin-resistant pLenti-EF1a backbone using conventional restriction-based cloning (NEB restriction enzymes; Promega UC6711 T4 DNA ligase), with sequence fidelity confirmed by Sanger sequencing. Lentiviral particles were generated through co-transfection of HEK-293T cells with the transfer vector, psPAX2, and pMD2. G packaging plasmids. Viral supernatants were harvested 48 h post-transfection, filtered (0.45 μm, Millipore SLHP033RB), and applied to target cells. Resistance to shRNA was achieved by the synonymous mutation in the coding region. For adherent cell lines, viral suspensions were directly introduced to culture media containing 8 μg/mL polybrene (Sigma H9268). Transduced populations were selected using 10 μg/mL blasticidin (InvivoGen ANT-BL-1) for 3–7 days prior to functional assays.

### 4.16 ChIP-seq and analysis

Chromatin immunoprecipitation was conducted as outlined in the “Chromatin immunoprecipitation” section. HA-ZKSCAN3-expressing HEY cells were subjected to ChIP using anti-HA antibody (Santa Cruz #sc-7392). Library preparation and sequencing were outsourced to BGI (Shenzhen, China), employing the MGIEasy DNA Library Prep Kit (MGI, Shenzhen, China), following dA-tailing, adapter ligation, and size selection. PCR-amplified libraries underwent quality control prior to 150-bp paired-end sequencing on a BGI G400 system. Raw reads were first filtered with Trim-Galore and then aligned with bowtie2 (53) to the human hg38 genome assembly. Alignments with MAPQ >2 were kept, and genomic coverage in bigwig format (bin = 25 bp) was generated with deepTools BamCoverage (54). Reads coverage at HSPB1 was viewed with the UCSC genome browser or Integrative Genomics Viewer. Read coverage around a transcription start site (TSS) was calculated by deepTools ComputeMatrix (bin = 25 bp) and plotted with deepTools plotHeatmap.

### 4.17 RNA-Sseq and analysis

HEY cells were infected with pLKO-based lentiviruses encoding ZKSCAN3-targeting or non-targeting shRNAs, followed by 3-day puromycin selection. Total RNA was isolated using TRIzol (Invitrogen #15596018) per protocol guidelines. RNA sequencing was conducted by BGI Genomics (Shenzhen, China), involving mRNA enrichment via Oligo (dT) beads, fragmentation, and double-stranded cDNA synthesis with random priming. Libraries were prepared through dA-tailing, adapter ligation, and PCR amplification, followed by quality assessment on an Agilent 2100 Bioanalyzer. DNA nanoballs generated via Phi29 polymerase amplification underwent 150-bp paired-end sequencing on the MGISEQ-2000RS platform. Raw reads were quality-trimmed (Trim-Galore) and aligned to the GENCODE v39-annotated hg38 genome using STAR. Low-quality alignments (MAPQ <10) and PCR duplicates (RmDup-filtered) were excluded. Coverage tracks were generated via deepTools bamCoverage, while featureCounts quantified gene-level reads. Differential expression analysis utilized DESeq2 with default parameters.

### 4.18 Statistical analysis

For cell proliferation, the number of cells was measured with four biological replicates, and p-values were calculated with one-way ANOVA with correction for multiple comparisons. In xenograft studies, tumor growth curves displayed group-wise SD (n = 6 mice/group). Statistical comparisons employed two-way ANOVA, with GraphPad Prism v8.0 calculating significance thresholds (p < 0.05 considered statistically significant). Fisher’s exact test was performed with the “fisher.test” in R 4.3.3. Quantitative PCR data were analyzed and graphically represented using Excel (Microsoft) and GraphPad Prism v8.0, with error bars indicating standard deviation (SD) of triplicates. To analyze the linear correlation between HSPB1 and ZKSCAN3, protein expression data for ovarian cancer samples were downloaded from CPTAC. The correlation coefficients and p-values were calculated with R 4.3.3. For survival analysis, patients in the CPTAC PDC000114 cohort were divided into two groups based on their HSPB1 protein level in the ovarian cancer samples, with the median level as the threshold. Then, survival analysis was done with the “Surv” package in R 4.3.3.

## Data Availability

The datasets presented in this study are deposited in the GEO repository, accession number GSE248519.

## References

[B1] ArrigoA. P. (2017). Mammalian HspB1 (Hsp27) is a molecular sensor linked to the physiology and environment of the cell. Cell Stress Chaperones 22, 517–529. 10.1007/s12192-017-0765-1 28144778 PMC5465029

[B2] CarraS. AlbertiS. ArrigoP. A. BeneschJ. L. BenjaminI. J. BoelensW. (2017). The growing world of small heat shock proteins: from structure to functions. Cell Stress Chaperones 22, 601–611. 10.1007/s12192-017-0787-8 28364346 PMC5465036

[B3] ChauhanS. GoodwinJ. G. ChauhanS. ManyamG. WangJ. KamatA. M. (2013). ZKSCAN3 is a master transcriptional repressor of autophagy. Mol. Cell 50, 16–28. 10.1016/j.molcel.2013.01.024 23434374 PMC3628091

[B4] ChenW. ZhengR. BaadeP. D. ZhangS. ZengH. BrayF. (2016). Cancer statistics in China, 2015. CA a Cancer J. Clin. 66, 115–132. 10.3322/caac.21338 26808342

[B5] ChiY. XuH. WangF. ChenX. ShanZ. SunY. (2018). ZKSCAN3 promotes breast cancer cell proliferation, migration and invasion. Biochem. Biophys. Res. Commun. 503, 2583–2589. 10.1016/j.bbrc.2018.07.019 30049438

[B6] ChoY. E. KimJ. H. CheY. H. KimY. J. SungJ. Y. KimY. W. (2022). Role of the WNT/β-catenin/ZKSCAN3 pathway in regulating chromosomal instability in Colon cancer cell lines and tissues. Int. J. Mol. Sci. 23, 9302. 10.3390/ijms23169302 36012568 PMC9409321

[B7] GeislerJ. P. TammelaJ. E. ManahanK. J. GeislerH. E. MillerG. A. ZhouZ. (2004). HSP27 in patients with ovarian carcinoma: still an independent prognostic indicator at 60 months follow-up. Eur. J. Gynaecol. Oncol. 25, 165–168. 10.12892/ejgo200402165 15032273

[B8] GeorgeA. KayeS. BanerjeeS. (2017). Delivering widespread BRCA testing and PARP inhibition to patients with ovarian cancer. Nat. Rev. Clin. Oncol. 14, 284–296. 10.1038/nrclinonc.2016.191 27958297

[B9] GourleyC. BookmanM. A. (2019). Evolving concepts in the management of newly diagnosed epithelial ovarian cancer. J. Clin. Oncol. 37, 2386–2397. 10.1200/JCO.19.00337 31403859

[B10] KawaharaT. InoueS. IdeH. KashiwagiE. OhtakeS. MizushimaT. (2016). ZKSCAN3 promotes bladder cancer cell proliferation, migration, and invasion. Oncotarget 7, 53599–53610. 10.18632/oncotarget.10679 27447553 PMC5288208

[B11] KimC. W. RohS. A. TakK. H. KohB. M. HaY. J. ChoD. H. (2016). ZKSCAN3 facilitates liver metastasis of colorectal cancer associated with CEA-Expressing tumor. Anticancer Res. 36, 2397–2406. 27127149

[B12] LeeS. ChoY. E. KimJ. Y. ParkJ. H. (2018). ZKSCAN3 upregulation and its poor clinical outcome in uterine cervical cancer. Int. J. Mol. Sci. 19, 2859. 10.3390/ijms19102859 30241382 PMC6213532

[B13] LiY. XuM. DingX. YanC. SongZ. ChenL. (2016). Protein kinase C controls lysosome biogenesis independently of mTORC1. Nat. Cell Biol. 18, 1065–1077. 10.1038/ncb3407 27617930

[B14] LiJ. HaoN. HanJ. ZhangM. LiX. YangN. (2020). ZKSCAN3 drives tumor metastasis *via* integrin β4/FAK/AKT mediated epithelial-mesenchymal transition in hepatocellular carcinoma. Cancer Cell Int. 20, 216. 10.1186/s12935-020-01307-7 32518525 PMC7275473

[B15] MoffatJ. GruenebergD. A. YangX. KimS. Y. KloepferA. M. HinkleG. (2006). A lentiviral RNAi library for human and mouse genes applied to an arrayed viral high-content screen. Cell 124, 1283–1298. 10.1016/j.cell.2006.01.040 16564017

[B16] NamekiR. ChangH. ReddyJ. CoronaR. I. LawrensonK. (2021). Transcription factors in epithelial ovarian cancer: histotype-specific drivers and novel therapeutic targets. Pharmacol. Ther. 220, 107722. 10.1016/j.pharmthera.2020.107722 33137377

[B17] PanH. YanY. LiuC. FinkelT. (2017). The role of ZKSCAN3 in the transcriptional regulation of autophagy. Autophagy 13, 1235–1238. 10.1080/15548627.2017.1320635 28581889 PMC5529079

[B18] ParkA. M. TsunodaI. YoshieO. (2018). Heat shock protein 27 promotes cell cycle progression by down-regulating E2F transcription factor 4 and retinoblastoma family protein p130. J. Biol. Chem. 293, 15815–15826. 10.1074/jbc.RA118.003310 30166342 PMC6187643

[B19] PengS. YinY. ZhangY. ZhuF. YangG. FuY. (2023). FYN/TOPK/HSPB1 axis facilitates the proliferation and metastasis of gastric cancer. J. Exp. Clin. Cancer Res. 42, 80. 10.1186/s13046-023-02652-x 37016377 PMC10071617

[B20] SobocinskaJ. MolendaS. MachnikM. OleksiewiczU. (2021). KRAB-ZFP transcriptional regulators acting as oncogenes and tumor suppressors: an overview. Int. J. Mol. Sci. 22, 2212. 10.3390/ijms22042212 33672287 PMC7926519

[B21] SongT. ZouQ. YanY. LvS. LiN. ZhaoX. (2021). DOT1L O-GlcNAcylation promotes its protein stability and MLL-Fusion leukemia cell proliferation. Cell Rep. 36, 109739. 10.1016/j.celrep.2021.109739 34551297

[B22] SunX. OuZ. XieM. KangR. FanY. NiuX. (2015). HSPB1 as a novel regulator of ferroptotic cancer cell death. Oncogene 34, 5617–5625. 10.1038/onc.2015.32 25728673 PMC4640181

[B23] SungH. FerlayJ. SiegelR. L. LaversanneM. SoerjomataramI. JemalA. (2021). Global cancer statistics 2020: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA a Cancer J. Clin. 71, 209–249. 10.3322/caac.21660 33538338

[B24] TakanoY. ShidaA. FujisakiM. MitsumoriN. YanagaK. (2020). Prognostic significance of ZKSCAN3 (ZNF306) expression in gastric carcinoma. Anticancer Res. 40, 81–86. 10.21873/anticanres.13928 31892555

[B25] WangH. X. YangY. GuoH. HouD. D. ZhengS. HongY. X. (2016). HSPB1 deficiency sensitizes melanoma cells to hyperthermia induced cell death. Oncotarget 7, 67449–67462. 10.18632/oncotarget.11894 27626679 PMC5341888

[B26] YangL. HamiltonS. R. SoodA. KuwaiT. EllisL. SanguinoA. (2008a). The previously undescribed ZKSCAN3 (ZNF306) is a novel driver of colorectal cancer progression. Cancer Res. 68, 4321–4330. 10.1158/0008-5472.CAN-08-0407 18519692

[B27] YangL. ZhangL. WuQ. BoydD. D. (2008b). Unbiased screening for transcriptional targets of ZKSCAN3 identifies integrin beta 4 and vascular endothelial growth factor as downstream targets. J. Biol. Chem. 283, 35295–35304. 10.1074/jbc.M806965200 18940803 PMC2596387

[B28] YangL. WangH. KornblauS. M. GraberD. A. ZhangN. MatthewsJ. A. (2011). Evidence of a role for the novel zinc-finger transcription factor ZKSCAN3 in modulating cyclin D2 expression in multiple myeloma. Oncogene 30, 1329–1340. 10.1038/onc.2010.515 21057542 PMC4128235

[B29] ZhangX. JingY. QinY. HunsuckerS. MengH. SuiJ. (2012). The zinc finger transcription factor ZKSCAN3 promotes prostate cancer cell migration. Int. J. Biochem. Cell Biol. 44, 1166–1173. 10.1016/j.biocel.2012.04.005 22531714 PMC3358443

[B30] ZhangH. LiuT. ZhangZ. PayneS. H. ZhangB. McDermottJ. E. (2016). Integrated proteogenomic characterization of human high-grade serous ovarian cancer. Cell 166, 755–765. 10.1016/j.cell.2016.05.069 27372738 PMC4967013

# Supplementary material for: ZKSCAN3 promotes ovarian cancer cell proliferation by increasing HSPB1 expression
**Source:** Front Mol Biosci. 2025 Nov 28;12:1623062. doi: 10.3389/fmolb.2025.1623062
**Supplement:** Supplementary file 1

**Figure S1 related to Figure 1**

(A). ZKSCAN3 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. Cell proliferation of control and ZKSCAN3-KD cells over 4 days was measured with cell counting.

(B). ZKSCAN3 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. 1000 cells were seeded into each 3.5cm dish. 12 days later, cells were fixed and then stained with crystal violet.

(C). Control or HSPB1-knockdown cells were labelled with BrdU and then subject to immunostaining with anti-BrdU antibody. The left panel shows representative images while the right panels shows statistical result for four independent images. Scale bars denote 10μm.

(D). Control or ZKSCAN3-KD cells were treated with 0.2μM oxaliplatin for three days and cell proliferation was analyzed with MTT.

(E). Control or ZKSCAN3-KD cells were seeded to top charmbers of transwell inserts and subject to transwell assay. Cells migrated through the insert membrane were stained with crystal violet. The left panel shows representative images of migrated cells while the right panels shows the statistic result of three independent images. Scale bars denote 100μm.

(F). Control or ZKSCAN3-KD cells were seeded into 12-well plates. Cell migration was determined by the cell ability to fill in a wound created by scratch. Scale bars denote 100μm.

(G). ZKSCAN3 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. A shRNA-resistant ZKSCAN3 cassette was rescue-expressed with lentivirus. Cell proliferation over 4 days was measured with cell counting.

(H). ZKSCAN3 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. A shRNA-resistant ZKSCAN3 cassette was rescue-expressed with lentivirus. 1000 cells were seeded into each 3.5cm dish. 12 days later, cells were fixed and then stained with crystal violet.

(I). ZKSCAN3 was stably overexpressed in ovarian cancer cells with lentivirus transduction. Cell proliferation over 5 days was measured with cell counting.

(J). ZKSCAN3 was stably overexpressed in ovarian cancer cells with lentivirus transduction. 1000 cells were seeded into each 3.5cm dish.12 days later, cells were fixed and then stained with crystal violet.

**Figure S2 related to Figure 2**

Shown are real-time RT-PCR analysis of PFKFB4, ALDH1A3 and PREX1 genes that were significantly changed by ZKSCAN3-KD in RNA-Seq.

**Figure S3 related to Figure 3.**

(A). Cells were analyzed with ChIP. Immunoprecipitation was done with ZKSCAN3 antibody with IgG as control. The left panel shows the result of realtime PCR and the right panel shows the agarose gel image for conventional PCR products.

(B). ZKSCAN3 was knocked-down with lentivirus-expressed shRNA. Whole cell lysate (WCL) were then analyzed with Western Blot (WB).

(C). ZKSCAN3 was stably expressed in A2780 ovarian cancer cells with lentivirus transduction followed by antibiotic selection. Whole cell lysate (WCL) were then analyzed with Western Blot (WB).

**Figure S4 related to Figure 4.**

(A). HSPB1 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. Cell proliferation over 4 days was measured with cell counting.

(B). HSPB1 was knocked-down in ovarian cancer cells with lentivirus-expressed shRNA. 1000 cells were seeded into each 3.5cm dish. 12 days later, cells were fixed and then with crystal violet.

(C). Control or HSPB1-knockdown cells were labelled with BrdU and then subject to immunostaining with anti-BrdU antibody. Scale bars denote 10μm.

(D). HSPB1 was overexpressed in ovarian cancer cells. Cell proliferation over 5 days was measured with cell counting.­

(E). HSPB1 was overexpressed in ovarian cancer cells. 1000 cells were seeded into each 3.5cm dish. 12 days later, cells were fixed and then with crystal violet.

(F). HSPB1 was expressed with lentivirus-transduction in ZKSCAN3-KD cells. Cell proliferation over 4 days was then measured with cell counting.

(G). HSPB1 was rescue-expressed with lentivirus in ZKSCAN3-KD cells. 1000 cells were seeded into each 3.5cm dish. 12 days later, cells were fixed and then with crystal violet.

# Supplementary material for: ZKSCAN3 promotes ovarian cancer cell proliferation by increasing HSPB1 expression
**Source:** Front Mol Biosci. 2025 Nov 28;12:1623062. doi: 10.3389/fmolb.2025.1623062
**Supplement:** Supplementary file 2

| **name** | **sequence (5'-->3')** |
| --- | --- |
| HSPB1-ChIP PCR-F | CACAAACCTAGATGGTCTAGC |
| HSPB1-ChIP PCR-R | ACTTACCCTCATGTTGCAGCT |
| PFKFB4-RT-F | CAACATCGTGCAAGTGAAACTG |
| PFKFB4-RT-R | GACTCGTAGGAGTTCTCATAGCA |
| ALDH1A3-RT-F | TGAATGGCACGAATCCAAGAG |
| ALDH1A3-RT-R | CACGTCGGGCTTATCTCCT |
| PREX1-RT-F | GGCATTCCTGCATCGCATC |
| PREX1-RT-R | CGGGTGTAAACAATACTCCAAGG |
| ACTB-RT-F | AGAGCTACGAGCTGCCTGAC |
| ACTB-RT-R | AGCACTGTGTTGGCGTACAG |
| HSPB1-RT-F | ACGGTCAAGACCAAGGATGG |
| HSPB1-RT-R | AGCGTGTATTTCCGCGTGA |
| ZKSCAN3-shRNA1-F | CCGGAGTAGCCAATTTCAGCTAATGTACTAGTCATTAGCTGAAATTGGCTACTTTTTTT |
| ZKSCAN3-shRNA1-R | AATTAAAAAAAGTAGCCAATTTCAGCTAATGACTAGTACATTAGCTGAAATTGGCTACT |
| ZKSCAN3-shRNA2-F | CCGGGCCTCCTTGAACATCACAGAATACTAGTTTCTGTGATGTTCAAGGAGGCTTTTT |
| ZKSCAN3-shRNA2-R | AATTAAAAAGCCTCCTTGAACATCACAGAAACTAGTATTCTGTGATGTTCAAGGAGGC |
| HSPB1-shRNA1-F | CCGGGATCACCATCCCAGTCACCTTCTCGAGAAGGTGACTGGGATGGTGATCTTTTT |
| HSPB1-shRNA2-R | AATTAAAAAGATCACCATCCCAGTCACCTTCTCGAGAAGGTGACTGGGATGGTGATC |
| HSPB1-shRNA2-F | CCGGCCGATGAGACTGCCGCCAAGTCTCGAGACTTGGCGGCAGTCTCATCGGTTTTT |
| HSPB1-shRNA2-R | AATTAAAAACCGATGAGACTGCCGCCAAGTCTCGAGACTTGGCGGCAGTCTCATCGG |

**Table 1. Sequence of oligos**

How the deposited data were processed for this re-analysis (not part of the article)

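RNA-seq of HEY cells covered 2 control and 2 ZKSCAN3-KD libraries, and ChIP-seq covered 1 HA-ZKSCAN3 and 1 input library. For the RNA-seq libraries the authors trimmed reads with Trim-Galore, aligned them to hg38 with STAR, removed low-quality alignments and PCR duplicates and deposited raw counts per gene from featureCounts. Whether pairs or single reads were counted is not stated. The total was 36762636 and 36537775 counts in the control libraries and 36907547 and 36858739 in the ZKSCAN3-KD libraries. The authors also deposited a table of 13755 genes with log2 fold changes from DESeq2 with default parameters, their standard errors, shrunken log2 fold changes and mean normalized counts. The adjusted p-value in that table is the authors' DESeq2 value as deposited.

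For the ChIP library the authors trimmed reads, aligned them with bowtie2 to hg38, kept alignments above a mapping quality limit and deposited a list of 215 peaks. Each peak has a fold enrichment over local background as deposited, by the column order of the file. Its -log10 p and -log10 q values were made by the authors' peak caller, which the paper's text does not name. The score column as deposited is 10 times the -log10 p, rounded down, in all 215 peaks. Coverage tracks and the input library were not analysed here.

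Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The 46 identifiers of the pseudoautosomal copies on chromosome Y were left out, and 15815 genes passed filterByExpr. TMM normalization, glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment were used, and a gene was called changed at a fold of at least 1.5 and an adjusted p under 0.05. On data simulated with the depth and spread of these libraries, 99.5% of 200 changed genes were recovered with 2 false calls. The planted changes all had a fold of at least 2 and lay only in genes with higher counts. The simulation therefore does not cover changes between a fold of 1.5 and 2. Nor does it cover genes with low counts, such as the 484 changed genes with a mean under 1 CPM. The common biological coefficient of variation was 0.0350. The genes named were those the paper names, ACTB and GAPDH, the changed genes nearest to a peak, and the 3 highest and 3 lowest log2 fold changes among changed genes with a mean of at least 10 CPM and separate replicates. Lists of heat shock, proliferation, autophagy and lysosome, hypoxia, and interferon response genes were tested with camera at a preset correlation of 0.01. Their medians were also compared with 10000 random lists drawn from 50 bins of mean expression.

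Matches to positions 2 to 8 of the guide of each ZKSCAN3 shRNA in Supplementary Table S1 were counted in the 3′ UTR of the longest protein-coding transcript of 12480 tested genes, in GENCODE release 44. The shift of genes with a word against genes without it was adjusted for log2 UTR length and GC content, and ranked among the 14528 words of 7 bases held by at least 200 UTRs. On permuted fold changes with a planted shift of -0.20, the planted word was recovered with a shift of -0.19 at rank 1. Peaks were set against 1000 random positions each, and their sequences against windows 5000 bp to each side. Peaks were compared with each other and with hg38 by blastn 2.17.0. Intervals are exact binomial intervals at 95% and cover counting error alone. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.

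The alternatives tried were RLE, upper-quartile and total-count scaling, DESeq2 1.42.0, other filters on low counts, a replicate block, a GC-content offset, other thresholds, leaving out each library, other windows and backgrounds for the peaks, other rules for assigning peaks to genes, fry, camera with an estimated correlation, and other seed matches. These, the tests and the lists were set before the data were examined, except where a test is said to be chosen later. A crossed replicate block, DESeq2 on the genes of the authors' table, gene 5′ ends as start sites, protein-coding genes with the authors' calls, and the matches to guide positions 4 to 10 and 5 to 11 were added after the data had been seen. ITGB4, named in the paper, was not tested, since its counts of 10, 8, 0 and 2 fell under the filter.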

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

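The tests of ACATCAC and CATCAC sites, of both lists against random lists and GC content, of the strongest peak and of repeated sequence were chosen only after the results had been seen; the tests of the seeds at guide positions 2 to 8, of scaling, of GC content and of gene length for the share of lower genes were not.

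Genes whose 3′ UTR holds ACATCAC were lower in ZKSCAN3-KD cells, a signal the paper does not report on. After adjustment for UTR length and GC content, the 1354 genes with this word shifted by -0.23 in log2 fold change, rank 1 of 14528 words. The word matches positions 5 to 11 of the shRNA2 guide, and the match to positions 4 to 10, CATCACA, ranked 2 with a shift of -0.18. Among 60 matches to any register of either strand of both shRNAs, 2 had an adjusted p under 0.05 (rank-based p with Benjamini-Hochberg adjustment), and these were the 2. The match was looked for after the ranking of words had been seen. The shift was -0.22 in each ZKSCAN3-KD library against the controls and 0.01 between the control libraries. The reverse complement, of the same GC content, lay at percentile 54.4 of all words, which argues against base composition. With the GC-content offset the shift was -0.23, which argues against GC bias of the libraries. In a model with UTR length and GC content, the log2 fold change moved by -0.11 per CATCAC site. The medians were 0.05, -0.07, -0.13, -0.22 and -0.19 at 0, 1, 2, 3 and at least 4 sites, so the fall did not deepen past 3. This dependence is consistent with silencing by a guide of shRNA2 that starts 3 bases inside the designed guide. Small RNAs were not analysed here, so the 5′ end of the guide was not measured, and a response to the loss of ZKSCAN3 that happens to fall on these genes was not tested.

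More genes were lower than higher after ZKSCAN3-KD, and several technical explanations were weighed. The planned seed matches at guide positions 2 to 8 lay at percentile 98.1 (shRNA1) and 9.75 (shRNA2) of all words counted from the lowest shift, so neither seed was among the lowest 1%. The 8-base match of shRNA2 lay nearer to it, at percentile 2.63 with a shift of -0.07. The lowest share of lower genes over the scalings was 72.4%, the share with the GC-content offset was 74.5%, and the lowest share over 3 bins of gene length was 71.2%, all far from an even split. Over 3 bins of GC content, without the offset, the share rose from 64.2% through 72.8% to 80.6%, so it runs with GC content and is far from an even split in each. Over 3 bins of mean CPM it fell from 81.0% to 53.2%, and expression was not tested as an explanation. Sites were counted in 12480 tested genes with a protein-coding 3′ UTR, so the other changed genes are not covered. Among the covered changed genes without CATCAC anywhere in their longest transcript, the share was 55.4%. This was the lowest of 891 words of 6 bases held by a similar share of transcripts, whose median was 72.2%. CATCAC was taken from the 2 words with the lowest shifts in these same fold changes, so its rank follows in part from that choice. A contribution of these sites to the excess of lower genes is a candidate explanation, for which the rank is no independent support. The 95% interval of that share starts at 51.4%, just above an even split, but it treats genes as independent, and genes lowered indirectly through silenced genes would lack the word too. Whether the sites account for the whole excess or ZKSCAN3 loss for part of it therefore stays open.

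The heat shock list, which leaves out HSPB1, rose, with a median log2 fold change of 0.35. Of its 21 tested genes, 18 were higher and 3 lower (camera with Benjamini-Hochberg adjustment over 5 lists, adjusted p = 1.4e-06). All 21 passed an adjusted p under 0.05 over all genes (edgeR with Benjamini-Hochberg adjustment), and 21 adjusted over the list alone. The median lay at percentile 99.9 of random lists matched on mean expression, above a general rise of highly expressed genes, and was 0.33 with the GC-content offset. The call held under fry and not with an estimated correlation, where the adjusted p was 0.416 (camera with Benjamini-Hochberg adjustment). A stress response to the lentivirus or shRNA was not tested.

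The proliferation list rose, with a median log2 fold change of 0.26. Of its 24 genes, 18 were higher and 6 lower (camera with Benjamini-Hochberg adjustment, adjusted p = 6.3e-05). Over all genes 18 passed an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), and 20 adjusted over the list alone. The median was 0.27 with the GC-content offset, which argues against GC bias. It lay at percentile 97.5 of random lists matched on mean expression, at the edge of their middle 95% and just inside it, so a general rise of highly expressed genes may account for it. The call held under fry and not with an estimated correlation, where the adjusted p was 0.426 (camera with Benjamini-Hochberg adjustment).

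The strongest peak, on chromosome 11 from 64245736 to 64246263 in PPP1R14B, had a fold of 131.7, which is 3.03 times that of the next peak, and the paper does not discuss it. It holds 4 copies of GCTAGCCC or GCTAGCCT. No other place in hg38 matched it over 150 bp (0 places), which argues against reads of repeated sequence. The nearest start site, 43 bp from the peak centre, is that of PPP1R14B-AS1, which was not tested. PPP1R14B had a log2 fold change of 0.06 (standard error 0.0440, adjusted p = 0.297, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so no change of PPP1R14B RNA was detected. This says nothing about other genes near the peak. No biological explanation was tested.

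Beside the centromeres of chromosomes 1, 10 and 16 lay 24 peaks, of which 0 held the motif, and the paper does not discuss them. Among all peaks, 58 matched another peak in sequence, and 27.6% of these held the motif against 48.4% of the 157 that matched none (two-sided Fisher's exact test, p = 0.00802). This difference rests on the 24 peaks: without them, 47.1% of the 34 other peaks that match another held the motif, against 48.4% (two-sided Fisher's exact test, p = 1). Reads of repeated sequence piling up without the motif therefore stay open for the 24 peaks and were not detected for the others. With the 24 peaks left out, 26.7% of the other 191 peaks lay within 1 kb of a start site. A single ChIP library leaves binding without the motif open.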

How the results depend on the processing

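The crossed replicate block, DESeq2 on the genes of the authors' table, gene 5′ ends, protein-coding genes with the authors' calls, and guide positions 4 to 10 and 5 to 11 were chosen only after the results had been seen; the other alternatives were not.

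The number of changed genes stayed between 1827 and 2654 under every scaling, filter, block and GC alternative, with 2559 under the replicate block and 2621 under the crossed one. It was 1038 with glmTreat, 1039 at a fold of at least 2 and 8185 without a fold threshold, as stricter or looser criteria give by construction. Across the 4 fits that each left out one replicate, from 2401 to 2431 of the 2595 genes kept a fold of 1.5 in the same direction, and 0 changed sign. The share of lower genes stayed between 70.6% and 82.3%, except at a fold of at least 2, where it was 83.4%, and without a fold threshold, where it was 49.2%; the cause was not tested.

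The log2 fold change of ZKSCAN3 stayed between -0.89 and -0.82 and that of HSPB1 between -1.29 and -1.13, with an adjusted p under 0.05 under each alternative (edgeR or DESeq2 with Benjamini-Hochberg adjustment). Leaving out one replicate gave -0.95 to -0.72 for ZKSCAN3 and -1.30 to -1.15 for HSPB1. FOXM1, not past the threshold, changed sign to 0.0065 with the GC-content offset, with and without the replicate block. Of 243 values for 19 other named genes, 232 stayed, 3 were weaker, 2 reversed and 6 moved.

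Peaks near a start site and the motif kept their direction and passed the threshold under all alternatives run. The number of bound changed genes was 6 within 1 kb and 9 for the peaks with the highest score, where fewer genes are given a peak, and from 12 to 25 otherwise. The direction of these genes did not pass the threshold under any alternative, with p from 0.0791 to 1. With an estimated correlation, the adjusted p rose to 0.416 for the heat shock and 0.426 for the proliferation list (camera), and with fry it fell to 0.0313 for the interferon list, all with Benjamini-Hochberg adjustment; the cause was not tested.

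For shRNA1, the shift was 0.068 for the 8-base match (percentile 99.5), -0.0096 for the passenger strand seed and -0.016 at guide positions 5 to 11. For shRNA2 it was -0.069 for the 8-base match (percentile 2.63), -0.18 at guide positions 4 to 10 and -0.23 at 5 to 11. The cause of these differences was not tested by the alternatives.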

Differences from the paper's values

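The test with the paper's own gene numbers and the alternatives named here as added were chosen only after the values had been seen. The two-sided Fisher's exact test of lower against higher genes gave p = 1.3e-139, a -log10 p of 139, against the paper's -log10 p of about 91 in Fig. 2D, read by eye. Of the alternatives set before the data were examined, the calls of DESeq2 with default parameters (-log10 p of 77.7) and the calls with RLE size factors (128) fell within 1.5 times the paper's value on this scale. Upper-quartile normalization (249), total counts only (283), no fold threshold (0.953) and the replicate block (138) did not. On the scale of p itself, none of the alternatives closed the gap. DESeq2 on the genes of the authors' table, chosen after seeing the values, gave 93.8. Also after seeing the values, the paper's numbers of lower and higher genes were put through 11 combinations of test form and gene total. The p-values ran from 7.6e-95 to 1.3e-46, and the total of 29454 genes with at least 1 count gave 1.4e-91, the nearest. Because several totals were tried, this match does not show which total the paper used.

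The number of changed genes was 2595, against the paper's 1825. The gene sets differ: 13733 of the 13755 genes in the authors' deposited table are protein-coding, and the test here covered all biotypes. Of the 2595 changed genes, 2085 were protein-coding, and restricting the edgeR test to protein-coding genes gave 2136. DESeq2 with default parameters over all biotypes, set before the data were examined, gave 1892. DESeq2 on the genes of the authors' deposited table, chosen after the values had been seen, gave 1827 (1332 lower and 495 higher), which are also the numbers in that table, against the paper's 493 higher. The number of bound changed genes was 18 against the paper's 19. Counting every gene with a start site within 10 kb gave 20, and 3 rules tried after the values had been seen gave 12, 23 and 24, so that no rule run gave the paper's number.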

Other observations

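The tests of the HSPB1 peak's copies and of ACATCAC and CATCAC sites were chosen only after the results had been seen; the tests of the heat shock list, pseudogenes and seeds for HSPB1, of the bound genes, and of the seeds between the ZKSCAN3-KD libraries were not.

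HSPB1 was lower in ZKSCAN3-KD cells. The heat shock list rose, with a median of 0.35, so the heat shock genes did not fall as a set. Of its members, 3 fell: HSPB8, another small heat shock gene, with a log2 fold change of -1.83, SERPINH1 with -1.11 and HSPH1 with -0.16. HSPB8 and SERPINH1 were called lower. HSPB8 was at 1.94 ± 0.0761 CPM (SD, n = 2) in control cells and 0.540 ± 0.410 CPM (SD, n = 2) in ZKSCAN3-KD cells. At this low level and with this spread, the size of its fall is uncertain. Pseudogene counts were at most 0.370% of HSPB1, too few to change its sum. The HSPB1 3′ UTR holds 0 matches to the seed of shRNA1 or shRNA2. Its longest transcript also lacks CATCAC, so direct silencing through that word has no site there. An indirect effect through other silenced genes was not tested here, and neither was the alternative that ZKSCAN3 loss lowers HSPB1 directly. The paper reports lower HSPB1 mRNA by RT-qPCR with each of 2 ZKSCAN3 shRNAs. It also reports more HSPB1 protein in cells overexpressing ZKSCAN3. Those experiments bear on this question and were not analysed here.

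The 16 lower and 2 higher bound changed genes were set against the other changed genes (Fisher's exact test, p = 0.182). The excess of lower genes among the bound could reflect the excess among all changed genes.

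The ZKSCAN3-KD libraries differed from each other by less than the control libraries did, with a chi-square per degree of freedom of 2.64 against 3.84, so no difference particular to ZKSCAN3-KD was found. In the contrast of the ZKSCAN3-KD libraries the shRNA1 and shRNA2 seeds lay inside the middle of all words, the more extreme at percentile 34.1. Since neither seed was among the lowest 1% of words against the controls, this contrast decides nothing about different shRNAs. The shift of genes with ACATCAC was alike in both libraries, at -0.22. Which shRNA each library holds stays open.

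The HSPB1 peak resembles 2901 other places in hg38, and 0.0345% of them, 1 place, overlap a peak. None reached 90% identity (0 places), which argues against reads of many copies placed there. The place with a peak was not among the most similar. Neither its rank nor the lack of peaks elsewhere decides the question, since places that lost their reads to the HSPB1 peak would also lack peaks. The motif does not help to tell, since the place with a peak holds 0 copies of it.

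The autophagy and lysosome list had 12 genes higher and 11 lower (camera with Benjamini-Hochberg adjustment, adjusted p = 0.644), with 12 genes past the threshold over all genes and 13 adjusted over the list alone. The hypoxia list had 7 higher and 10 lower (same test, adjusted p = 0.644), with 9 past the threshold and 9 adjusted over the list alone. The interferon response list had 7 higher and 11 lower (same test, adjusted p = 0.504), with 11 past the threshold and 11 adjusted over the list alone.

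Among other genes the paper names, the log2 fold change was -1.21 for VEGFA, -0.57 for CCND2, -0.45 for HSF1, -0.02 for FOXM1 and 0.44 for MYC. VEGFA was called lower. CCND2, HSF1 and MYC had an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment) and missed only the fold threshold, and FOXM1 missed both. CCND2 passed both with upper-quartile (-0.62) and total-count (-0.63) scaling, so its call depends on the scaling. With each library left out in turn, the log2 fold change of CCND2 ranged from -0.76 to -0.40, on both sides of the fold threshold. Its size therefore also depends on single libraries. Of the reference genes, ACTB had a log2 fold change of 0.15 and GAPDH one of -0.72, and GAPDH was called lower. The 3′ UTR holds 3 copies of CATCAC in CCND2, 2 in VEGFA and 0 in HSF1, FOXM1, MYC, ACTB and GAPDH. The rest of the transcript holds 2 copies in VEGFA and GAPDH, 1 in HSF1, FOXM1 and ACTB, and 0 in CCND2 and MYC.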
